A study of Mus musculus with 72 samples. Its data were reported in "Tryptophan metabolism is a physiological integrator regulating circadian rhythms" (2022).

How the data were processed

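Liver RNA of 72 mice, 3 for each of 6 time points under 2 diets and 2 lightings, was sequenced after selection of polyadenylated RNA and stranded library preparation. According to the methods of the study, the authors aligned the reads of each library to mm10 with TopHat and computed gene levels with Cufflinks, and the deposited values are in FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library, 1 column per library. The versions of these tools and the annotation release are not stated. The 4 deposited tables, 1 per diet and lighting, list 24883 gene models each under 24346 symbols, and 817 gene models share a symbol with another. The time point, diet, lighting and replicate number of 71 columns matched the title of a single sample. For the remaining column, of Ctrl LD at ZT0, the replicate number had no matching title, and only its group and time point were used. Replicate numbers do not pair mice across groups: the mean correlation of deviations from the mean of 3 libraries was between -0.002 and 0.006 for libraries of the same number and between -0.005 and 0.005 for different numbers. Read counts are not used here, so the depth per library is unknown, relative depth was estimated from the steps between the lowest values, and precision was taken from the spread between mice. The labels give no sequencing batch. Tissues and assays of the study other than liver RNA-seq are not used here.

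Levels and rhythms were compared with limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1) of the 10225 gene models with a mean of at least 1 FPKM over all libraries. A model with a mean for each of the 24 combinations of diet, lighting and time point gave the diet level (the mean over the 6 time points of -Trp minus Ctrl) in LD and DD, the difference between these, the interaction of diet and time, the level in DD minus LD within each diet, and the difference between diets at each time point for the core clock genes and Nampt. A second model with a mean and a pair of 24 h cosine and sine terms per group gave the change of rhythm with diet. Moderated tests used a trend and robust variances, and p was adjusted by Benjamini-Hochberg, with calls at an adjusted p under 0.05. Rhythmic genes were called with JTK_CYCLE on FPKM in each group with a period of 24 h, peak times in steps of 2 h and the exact null distribution, at p under 0.05 after Bonferroni correction over the phases and with no correction over genes. Amplitudes came from a cosinor fit. Phases, amplitudes and overlaps are described across genes, which are not independent replicates. Molecular time was the time at which the 15 clock genes of a library, scaled on Ctrl LD, correlated best with the cosinor curves of Ctrl LD fitted without that library. Its scatter was compared between diets by a two-sided test with 100000 permutations. The SD of these genes was compared between groups as a median ratio, with an interval from the ordered ratios of the 15 genes. These genes are not independent replicates, so the interval does not measure the spread between mice. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

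Gene lists were fixed for core clock genes, 15 clock genes for molecular time, clock outputs, tryptophan and NAD metabolism, aryl hydrocarbon receptor targets with the receptor and its partner, the amino acid response, aminoacyl-tRNA synthetases, ribosomal proteins, cholesterol synthesis, lipogenesis, fatty acid oxidation, gluconeogenesis and fasting, amino acid catabolism, bile acids, xenobiotic metabolism, male-biased and female-biased growth hormone genes, acute phase, interferon, heat shock, the endoplasmic reticulum stress response, proliferation and immediate early genes. Lists of hepatocyte, Kupffer cell, endothelial, stellate cell, cholangiocyte, lymphocyte, red cell and neutrophil, adipocyte and pancreatic acinar markers and of mitochondrially encoded transcripts were added for other cell types and RNA quality. Lists were tested with camera of limma with a preset correlation of 0.01 and with an estimated correlation, and 31 of the 33 lists had enough measured members. Prior choices made before the data were examined covered the groups, tests, gene lists, other settings and the rule for named genes. By that rule the text names the clock panel of the study, the 8 largest diet changes in each direction with the same sign at all 6 time points in LD and in DD, up to 4 members per list, the 5 genes with the smallest JTK_CYCLE p per group, the 8 genes with the smallest p for a change of rhythm, the 5 largest changes with lighting per direction and diet, and any member of the clock time, tryptophan and NAD and aryl hydrocarbon receptor lists. Some genes that met the rule are not reported here. Of the 212 others, 209 have a single locus in the mm10 annotation used for coordinates.

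The other settings were a pseudocount of 0.1, a minimum mean of 0.1 FPKM, median-ratio scaling of the libraries, library weights, the replicate number as a block, leaving out each replicate number, fitting the libraries of 1 lighting alone, a false discovery rate for JTK_CYCLE, a cosinor test, an expression minimum and tied ranks for JTK_CYCLE, an estimated correlation for camera, and for molecular time another template or the 6 genes of the clock panel. Leaving out the 13 doubted libraries was added after the data were seen, with diets compared at the 4 time points that both still had. These were ZT0, ZT4, ZT8 and ZT12 in LD and CT0, CT4, CT8 and CT20 in DD. The diet score used 100 genes per direction, chosen and scaled on the 11 pairs of lighting and time point that did not hold the library. Labels were kept as deposited throughout, and no fit with changed labels was made.

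The methods were tested on simulated data. With 100 genes changed by 0.5 log2 among 10225, limma recovered 93% for the diet level in LD, 86% for the change of rhythm in LD and 78% for the interaction of diet and time in LD, and with a change of 1 log2 it recovered 98%, 93% and 93%. JTK_CYCLE, run as for Ctrl LD, recovered 96% of 100 genes with a log2 amplitude of 0.5 and called 2.11% of 10025 unchanged genes. Molecular time was read with a mean absolute error of 0.72 h in 1620 simulated libraries. These were made from the curves and residuals of Ctrl LD, so this error does not cover livers of -Trp or DD.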

Results

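Transcript levels were measured by RNA-seq in livers of mice fed a control diet (Ctrl) or a diet lacking tryptophan (-Trp), kept either with a daily light phase (LD) or in the dark throughout (DD). Each of the 4 groups held 18 libraries, 3 mice at each of 6 time points spaced 4 h apart, named ZT in LD and CT in DD, which gave 72 libraries in all. The deposited tables listed 24883 gene models each in FPKM, of which 5352 were at 0 in all libraries and 10225 had a mean of at least 1 FPKM. The FPKM of a library summed to between 546526 and 965705, with a median of 593250, and between 15217 and 16805 gene models were above 0 in a library. Read counts are not used here, so the depth of each library is unknown and no counting interval is given. Relative depth, estimated from the steps between the lowest values, ran from 0.564 to 1.405 of the median library. Within a group and time point, the log2 profiles of any pair of libraries had a Pearson r across genes, which are not independent replicates, of at least 0.924 (median 0.976). Alb, the gene of the abundant plasma protein albumin, was listed at 0 in all 72 libraries, so its level cannot be read from these tables.

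Before the comparisons by group, each library was placed on a diet score, the median position of 200 diet-responsive genes between the Ctrl level (-1) and the -Trp level (+1), with the genes chosen on the 11 other pairs of lighting and time point. Of the 72 libraries, 13 scored on the side of the diet they were not labelled with. The 6 libraries labelled -Trp LD at ZT16 and ZT20 scored between -1.47 and -0.98, and the 6 libraries labelled Ctrl DD at CT12 and CT16 scored between 0.4 and 1.25. The second library labelled Ctrl LD at ZT4 scored 0.81. The other 59 libraries scored on the side of their label, from -1.83 to -0.89 in Ctrl LD, 0.5 to 1.62 in -Trp LD, -1.48 to -0.6 in Ctrl DD and 0.6 to 1.95 in -Trp DD. All groups below keep the labels as deposited, and the counts that lead each comparison are also given without these 13 libraries, called the doubted libraries, a setting chosen after the data were seen that leaves 4 time points to each comparison. Because the doubted libraries were picked by their diet profile, a diet effect that grows without them is partly built into the choice.

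**Figure D1:**
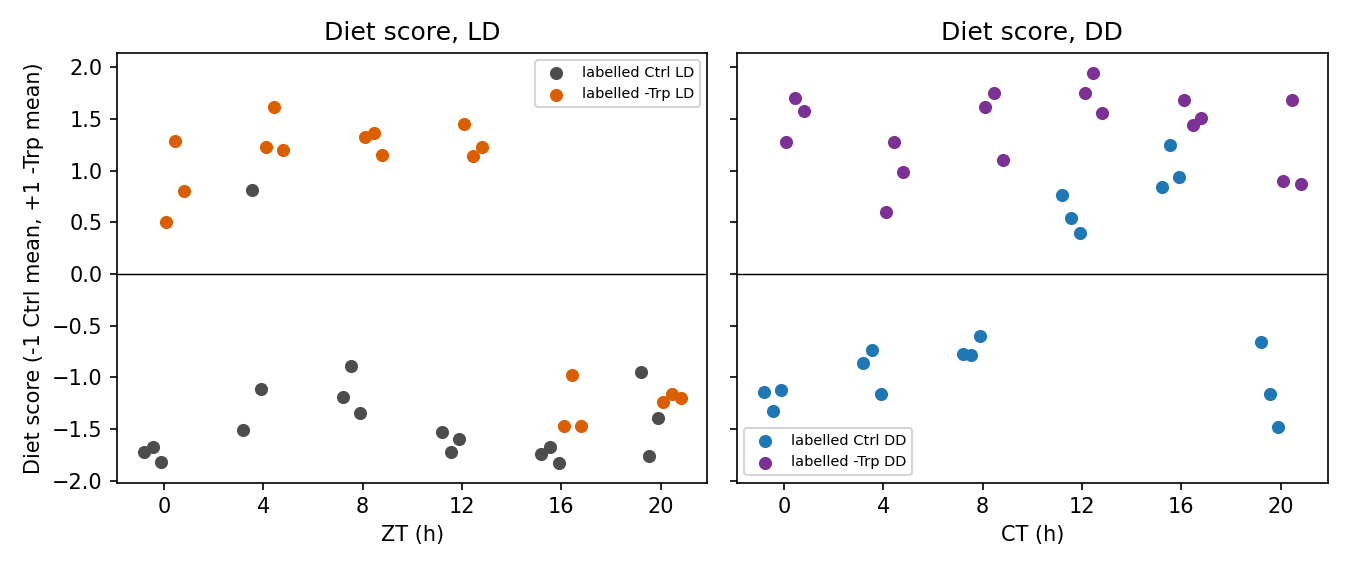
Diet score (vertical axis, -1 for the mean Ctrl level and +1 for the mean -Trp level) of each of the 72 libraries by time point (horizontal axis, h), with a point per library in the 4 groups as labelled. The libraries labelled -Trp LD at ZT16 and ZT20 lie between -1.47 and -0.98, and those labelled Ctrl DD at CT12 and CT16 between 0.4 and 1.25.

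To ask how the diet moved the mean level over the day in LD, -Trp and Ctrl livers were compared over the 6 time points. Cyp4a14, a fatty acid omega-hydroxylase, averaged 249 ± 190 FPKM in -Trp LD and 27.0 ± 35.0 in Ctrl LD (SD over time points and mice, n = 18 each). The metallothioneins Mt1 and Mt2, which bind zinc and copper, the oxysterol hydroxylase Cyp39a1 and the pentraxin Apcs were also higher, as were Trib3 and Asns, which respond to amino acid shortage. Fasn, the fatty acid synthase, averaged 54.9 ± 22.3 FPKM in -Trp LD and 202 ± 119 in Ctrl LD, and the lipogenic regulator Thrsp, the lipase Pnpla3, the complement gene C6, the steroid reductase gene Srd5a1 and Selenbp2 were lower.

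By limma, the log2 change in LD was 3.12 ± 0.31 (SE) for Cyp4a14 (adjusted p = 3.8e-11), higher at 6 of 6 time points. It was 2.32 for Mt2 (adjusted p = 1.86e-06), 2.19 for Cyp39a1 (adjusted p = 4.27e-17), 1.93 for Apcs (adjusted p = 4.23e-16), 1.84 for Trib3 (adjusted p = 7.27e-07), 1.83 for Mt1 (adjusted p = 1.96e-06), 1.61 for Asns (adjusted p = 9.05e-08) and 1.52 for the G protein regulator Rgs16 (adjusted p = 9.56e-05), each higher at 6 of 6 time points. Among the genes lower at 6 of 6 time points, the log2 change was -2.11 for Selenbp2 (adjusted p = 1.94e-11), -1.75 for Pnpla3 (adjusted p = 3.82e-07), -1.68 for Fasn (adjusted p = 3.3e-08) and -1.64 for Thrsp (adjusted p = 1.3e-04). It was -1.59 for the trefoil factor Tff3 (adjusted p = 2.46e-04), -1.50 for C6 (adjusted p = 1.98e-15) and -1.50 for Srd5a1 (adjusted p = 2.89e-18), with the carboxylesterase pseudogene Ces2d-ps at -1.64. In all, 4121 of the 10225 genes tested differed between the diets in LD, 2857 higher and 1264 lower under -Trp (69.3% higher). After median-ratio scaling of the libraries 48.4% of the called genes were higher, so the overall balance of directions rests on how the libraries are scaled. When the doubted libraries were left out, 4250 genes were called, and the log2 change was 4.14 for Cyp4a14 and -1.87 for Fasn. Folds in LD average over the doubted time points ZT16 and ZT20. Cyp39a1 was there at 6.92 and 4.90 FPKM in -Trp, against 4.23 and 4.14 in Ctrl. From ZT0 to ZT12 it was at 34.4 to 59.2 in -Trp and 2.54 to 10.15 in Ctrl. Fasn stayed lower at ZT16 and ZT20, at 64.1 and 73.8 FPKM in -Trp against 324 and 184 in Ctrl.

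In DD the same comparison again placed Cyp4a14 far above Ctrl, at 388 ± 141 FPKM in -Trp DD and 88.9 ± 106 in Ctrl DD (SD, n = 18 each). Mt2, Mt1 and Apcs were higher as in LD, together with Cyp4a31, a relative of Cyp4a14, and Fgl1, a secreted hepatocyte protein. Lower levels were found for Cyp4a12a and Cyp4a12b, male-biased fatty acid hydroxylases, for Elovl3, which elongates very long fatty acids, for the fatty acid binding protein gene Fabp5 and for the desaturase Scd3. Elovl3 averaged 28.6 ± 40.6 FPKM in -Trp DD and 145 ± 147 in Ctrl DD, a spread that includes its daily cycle.

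The log2 change in DD was 3.22 ± 0.31 (SE) for Cyp4a14 (adjusted p = 1.31e-11), 2.89 for Mt2 (adjusted p = 1.9e-08), 2.40 for Mt1 (adjusted p = 5.96e-09), 2.10 for Apcs (adjusted p = 2.03e-17), 1.44 for Cyp4a31 (adjusted p = 4e-08) and 1.28 for Fgl1 (adjusted p = 5.23e-13), each higher at 6 of 6 time points. It was -2.98 for Cyp4a12b (adjusted p = 8.01e-17), -2.82 for Cyp4a12a (adjusted p = 1.32e-12), -2.48 for Elovl3 (adjusted p = 3.39e-08), -2.45 for Fabp5 (adjusted p = 4.55e-09), -2.34 for the calcium-binding Cib3 (adjusted p = 6.23e-07), -2.11 for Scd3 (adjusted p = 2.23e-08) and -2.07 for the carboxylesterase Ces2c (adjusted p = 6.06e-16), each lower at 6 of 6 time points. The levels of single Cyp4a and Ces2 paralogs are uncertain where reads could be split between them. Mup19, Mup17 and Cyp2b9 also met the rule for named genes but were listed at 0 in 41, 5 and 1 of the 72 libraries, so no fold is given for them. In DD 3233 genes differed between the diets, 2511 higher and 722 lower under -Trp (77.7% higher), against 50.4% higher after median-ratio scaling. With the doubted libraries removed, 3729 genes were called, 67.8% of them higher, and leaving out the libraries of replicate number 2 or 3 left 1845 and 1719 calls. Folds in DD average over the doubted time points too. Fabp5 was at 12.1 and 10.1 FPKM in Ctrl at CT12 and CT16, against 11.2 and 7.94 in -Trp. At the other time points it was at 125.5 to 197 in Ctrl and 8.77 to 15.4 in -Trp.

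The diet lists of LD and DD overlapped. Of the genes called, 1579 were higher under -Trp in both lightings, where independent lists would share 701.6, and 562 were lower in both, where independent lists would share 89.3, while 13 went in opposite directions (1613, 854 and 9 without the doubted libraries). The diet effect itself differed between DD and LD for 5 genes, all named here although their values were seen first. The difference of log2 changes, DD minus LD, was -0.32 for the translation initiation factor Eif2s2 (adjusted p = 0.0151), 0.31 for Ints1 of the Integrator complex (adjusted p = 0.00298) and 0.83 for Lrg1, an acute phase glycoprotein (adjusted p = 0.00725). It was 0.29 for the small GTPase Rab1b (adjusted p = 0.0142) and -0.30 for the prenyltransferase subunit Rabggtb (adjusted p = 0.0498). After removal of the doubted libraries, limma called 0 genes, with 1395 at an unadjusted p under 0.05. It also called 0 without any 1 of the replicate numbers, with 782 to 1316 at an unadjusted p under 0.05, but 67 after median-ratio scaling and 442 with library weights.

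Genes of fatty acid and triglyceride synthesis were lower under -Trp. Of 23 measured members, 18 fell and 1 rose in LD, and 14 fell in DD with the other 9 not passing (20 lower and 1 higher in LD, and 15 lower and 1 higher in DD, adjusted over the list alone). Fasn, Pnpla3 and Thrsp changed by -1.68, -1.75 and -1.64 on the log2 scale in LD and by -1.11, -1.19 and -1.55 in DD. The list was called lower by camera in LD (adjusted p = 6.77e-12) and DD (adjusted p = 1.81e-12), with adjusted p = 0.142 and 0.0839 with an estimated correlation. In the libraries not doubted, 17 members fell in LD and 15 in DD, and 1 rose in each.

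Among targets of the amino acid response, the pathway in which uncharged tRNA acts through GCN2 and ATF4, more rose than fell. In LD 16 of 26 measured members rose and 1 fell, and in DD 10 rose and 2 fell (17 and 1, and 11 and 2, adjusted over the list alone). Trib3 changed by 1.84 in LD and 1.24 in DD, the asparagine synthetase Asns by 1.61 and 1.33, the serine synthesis gene Psat1 by 1.49 and 1.12 and the stress regulator Nupr1 by 1.30 and 0.97 on the log2 scale. Camera gave adjusted p = 0.00144 in LD and 0.0253 in DD, and adjusted p = 0.527 and 0.684 with an estimated correlation. The DD call was lost without replicate number 1 (adjusted p = 0.304). Without the doubted libraries 16 members rose in LD and 19 in DD, 2 fell in each, and Asns changed by 2.08 and 2.04.

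Most of the measured aminoacyl-tRNA synthetase and ribosomal protein genes rose in both lightings. Of 20 cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 12 rose and 1 fell in LD and 13 rose and 1 fell in DD (13 and 1, and 15 and 1, adjusted over the list alone), with Sars at 0.56 and 0.49, Gars at 0.46 and 0.34 and Eprs at 0.40 and 0.37 log2. Of 58 cytosolic ribosomal protein genes, 54 rose in LD and 56 in DD, and the others did not pass (55 and 56 adjusted over the list alone). Rps12 changed by 0.46 and 0.54, Rps20 by 0.40 and 0.54 and Rpl13 by 0.25 and 0.55 log2. Camera gave adjusted p = 0.00238 and 0.00168 for the synthetases in LD and DD, and adjusted p = 0.558 and 0.444 with an estimated correlation. For the ribosomal proteins it gave adjusted p = 6.76e-19 and 2.81e-28, and adjusted p = 0.527 and 0.211 with an estimated correlation. When the doubted libraries were left out, 11 and 16 synthetases and 52 and 56 ribosomal protein genes rose in LD and DD.

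Genes with a sex bias in liver, which is set by growth hormone secretion, moved in opposite directions. Of 31 measured male-biased and growth hormone responsive genes, 17 fell and 2 rose in LD and 21 fell and 4 rose in DD (17 and 2, and 21 and 5, adjusted over the list alone). Selenbp2 changed by -2.11 and -1.98, C6 by -1.50 and -2.01, Cyp4a12b by -2.29 and -2.98 and the bile acid hydroxylase Cyp7b1 by -0.61 and -0.68 log2. Of 13 female-biased genes, 9 rose in LD and 10 in DD, and the others did not pass (10 and 10 adjusted over the list alone), with the steroid hydroxylase Cyp17a1 at 1.62 and 1.87 and the thioesterase Acot3 at 1.02 and 1.27. Camera called the male-biased list lower in LD (adjusted p = 2.01e-09) and DD (adjusted p = 4.62e-19), with adjusted p = 0.0972 and 0.00129 with an estimated correlation. The female-biased list had adjusted p = 0.00425 and 9.04e-05, and adjusted p = 0.438 and 0.0839 with an estimated correlation. With the doubted libraries removed, 21 male-biased genes fell and 3 rose in each lighting, 10 and 11 female-biased genes rose and 0 and 1 fell. The male-biased list then had adjusted p = 0.00529 in LD with an estimated correlation. After median-ratio scaling the female-biased list had adjusted p = 0.0181 in DD with an estimated correlation.

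Genes of tryptophan, kynurenine and NAD metabolism, the pathways fed by the missing amino acid, moved both ways. Of 31 measured members, 11 fell and 6 rose in LD and 8 fell and 4 rose in DD (11 and 6, and 8 and 6, adjusted over the list alone). Tdo2, the hepatic tryptophan dioxygenase, averaged 655 ± 96.0 FPKM in -Trp LD and 532 ± 108 in Ctrl LD (SD, n = 18 each), a log2 change of 0.32 (adjusted p = 1.63e-04), and the change was 0.02 in DD (adjusted p = 0.86). Of the genes on the route to NAD, Haao was at -0.37 and -0.35 log2 (adjusted p = 3.96e-05 and 1.19e-04), Qprt at -0.38 and -0.32 (adjusted p = 2.78e-10 and 1.57e-08) and Nmnat1 at -0.24 and -0.19 (adjusted p = 1.74e-04 and 0.00363) in LD and DD. Nadsyn1, the NAD synthetase gene, was at 0.16 and 0.12 (adjusted p = 0.00495 and 0.0415), and at 0.1 and -0.01 without the doubted libraries. The indoleamine dioxygenase Ido2 was at -0.43 and -0.55 (adjusted p = 6e-05 and 1.04e-06), and Kmo was at -0.19 (adjusted p = 0.00651) and -0.12 (adjusted p = 0.1). Acmsd, which diverts the pathway away from NAD, was at -0.87 (adjusted p = 2.47e-05) and -0.64 (adjusted p = 0.00181), and at -0.45 and 0.09 without the doubted libraries. The kynurenine aminotransferase genes Ccbl1 and Ccbl2 rose by 0.41 and 0.31 in LD and by 0.28 and 0.25 in DD. Naprt, which makes NAD from nicotinic acid, was at 0.07 in LD (adjusted p = 0.325) and 0.36 in DD (adjusted p = 2.18e-06), a difference not called between lightings. Camera called the list lower in LD (adjusted p = 0.026) and DD (adjusted p = 0.00284), with adjusted p = 0.527 and 0.211 with an estimated correlation, with 0.0656 in LD after median-ratio scaling and 0.0814 without replicate number 3, and with 0.0856 in DD without the doubted libraries. After removal of the doubted libraries, 11 members fell and 5 rose in LD, 9 fell and 8 rose in DD, and Tdo2 was at 0.16 in LD (adjusted p = 0.119).

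The list of targets of the aryl hydrocarbon receptor, which binds kynurenine, also holds the receptor gene Ahr and its partner Arnt. Of 9 measured members, Ahr among those that rose, 2 rose and 1 fell in LD and 3 rose and 3 fell in DD (2 and 1, and 3 and 4, adjusted over the list alone). When the doubted libraries were left out, 2 rose and 2 fell in LD and 3 rose and 2 fell in DD. The classical target Cyp1a2 was at -0.20 in LD (adjusted p = 0.273) and -0.47 in DD (adjusted p = 0.0104), and at -0.31 and -0.23 without the doubted libraries, where neither passed (adjusted p = 0.163 and 0.323). The receptor gene Ahr was at 0.26 (adjusted p = 0.0427) and 0.35 (adjusted p = 0.00741). Camera did not call the list (adjusted p = 0.673 and 0.394, and 0.898 and 0.722 with an estimated correlation).

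Of 28 measured interferon response genes, 9 fell, 2 rose and 17 did not pass in LD, and 7 fell, 2 rose and 19 did not pass in DD (10 and 4, and 7 and 3, adjusted over the list alone). Oasl1 was at -0.96 and -0.54, Irf7 at -0.67 and -0.29, Ifit3 at -0.62 and -0.55 and Psmb9 at -0.58 and -0.41 log2. Camera called the list lower (adjusted p = 1.38e-04 and 0.0104), with adjusted p = 0.651 and 0.722 with an estimated correlation. In the libraries not doubted, 11 members fell in LD, and 12 fell and 4 rose in DD. Acute phase and inflammation genes were split in LD, with 12 of 32 rising and 6 falling (12 and 6 adjusted over the list alone, camera adjusted p = 0.572). In DD 19 rose and 6 fell (20 and 7 adjusted over the list alone, camera adjusted p = 0.00252), with adjusted p = 0.434 with an estimated correlation. Mt2, Mt1 and Apcs were the largest increases of the list, while the carrier protein gene Orm1 was at -1.71 and -1.46. Without the doubted libraries 10 rose and 7 fell in LD and 16 rose and 7 fell in DD.

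Of 20 genes of the unfolded protein response, which acts on stress of the endoplasmic reticulum, 13 rose in DD with the others not passing (13 adjusted over the list alone, camera adjusted p = 0.00284), with adjusted p = 0.718 with an estimated correlation. Hspa5 was at 0.47, Hsp90b1 at 0.50, Pdia4 at 0.50 and Creld2 at 0.80 log2 in DD. In LD 4 rose (4 adjusted over the list alone, camera adjusted p = 0.264), with Hsp90b1 at 0.37. When the doubted libraries were left out, 8 rose in DD and 3 in LD, and camera no longer called the list in DD (adjusted p = 0.308, and 0.103 without replicate number 1). Bile acid genes were mixed, with 5 of 21 rising and 5 falling in LD (6 and 5 adjusted over the list alone, camera adjusted p = 0.626) and 3 rising and 5 falling in DD (3 and 5 adjusted over the list alone, camera adjusted p = 0.038), with adjusted p = 0.475 in DD with an estimated correlation. Cyp8b1, the sterol hydroxylase that sets the cholic acid share, was at -0.72 and -0.88 log2 and the transporter Abcc3 at -0.36 and -0.59. Cholesterol synthesis genes were also mixed, with 4 of 25 rising and 5 falling in LD (4 and 4 adjusted over the list alone, camera adjusted p = 0.236) and 1 rising and 6 falling in DD (1 and 6 adjusted over the list alone, camera adjusted p = 0.038), with adjusted p = 0.722 in DD with an estimated correlation. After median-ratio scaling the DD calls of the bile acid and cholesterol lists were lost (adjusted p = 0.153 and 0.198), as they were in 2 and 3 other settings (adjusted p = 0.0671 to 0.275 and 0.0671 to 0.307). With the doubted libraries removed, 7 and 6 bile acid genes fell and 2 and 3 rose in LD and DD, and 8 and 6 cholesterol genes fell and 1 rose in each. Camera then called the cholesterol list lower in LD (adjusted p = 0.0218, and adjusted p = 0.928 with an estimated correlation).

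The question of which transcripts cycle was asked with JTK_CYCLE in each group, with no correction over genes. A gene was called rhythmic at an exact p under 0.05. In Ctrl LD the smallest value was that of Nr1d2, a clock repressor, which peaked at ZT10 (exact p = 7.96e-09), and the cytochrome reductase gene Por at ZT12 and the carboxylesterase Ces1d at ZT18 followed (exact p = 2.4e-08 each). In -Trp LD the genes with the smallest p included the glucokinase regulator Gckr, peaking at ZT6 (exact p = 1.62e-07), and the Wnt target Axin2, peaking at ZT4 (exact p = 3.76e-07). In Ctrl DD they included Trrap (exact p = 6.51e-08), Papss1 (exact p = 1.62e-07) and Cyb5b (exact p = 1.62e-07), all peaking at CT2. The doubted libraries fill adjacent time points, ZT16 and ZT20 in -Trp LD and CT12 and CT16 in Ctrl DD. A step in level shared by them could also be called rhythmic, with its peak at or opposite these times, and the test cannot tell the cases apart. In -Trp DD the smallest values were those of Snupn and Emc2, peaking at CT0 (exact p = 1.04e-04 each), and Abce1, peaking at CT2 (exact p = 1.67e-04).

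Of the 24883 gene models, 4525 were called rhythmic in Ctrl LD, 4313 in -Trp LD, 3651 in Ctrl DD and 867 in -Trp DD. With a false discovery rate under 0.05 the counts were 1759, 1588, 1159 and 0, and a cosinor test gave 4585, 5930, 5021 and 1407 at an unadjusted p under 0.05. With the replicate block JTK_CYCLE called 4455 and 4731 genes in Ctrl LD and -Trp LD, so which diet had more rhythmic genes in LD rests on the setting. After removal of the doubted libraries, the counts were 2736, 4311, 1931 and 491, each diet and lighting on the time points left to both diets. Those of LD end at ZT12, so a trend over the light phase can be called rhythmic there. In LD 1159 genes were rhythmic under both diets, and the median difference of their peak times was 2 h, with 61.5% within 2 h. In DD 200 genes were rhythmic under both diets, and the median difference was 8 h, with 13% within 2 h. The amplitude of the shared genes, -Trp over Ctrl, had a median log2 ratio of -0.01 in LD and -0.45 in DD. Independent lists over all gene models would share 784.3 in LD and 127.2 in DD, fewer than seen. This counts gene models that are hardly expressed. Among the 10225 genes with a mean of at least 1 FPKM, 998 and 167 were shared in LD and DD, where independent lists would share 1241 and 184.8. Without the doubted libraries it was 1277 and 33, where independent lists would share 791.3 and 49.95. Over all gene models 1424 and 40 were then shared, the amplitude ratio was 0.13 in LD and -0.15 in DD, and in DD the median difference of peak times was 2 h.

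**Figure D2:**
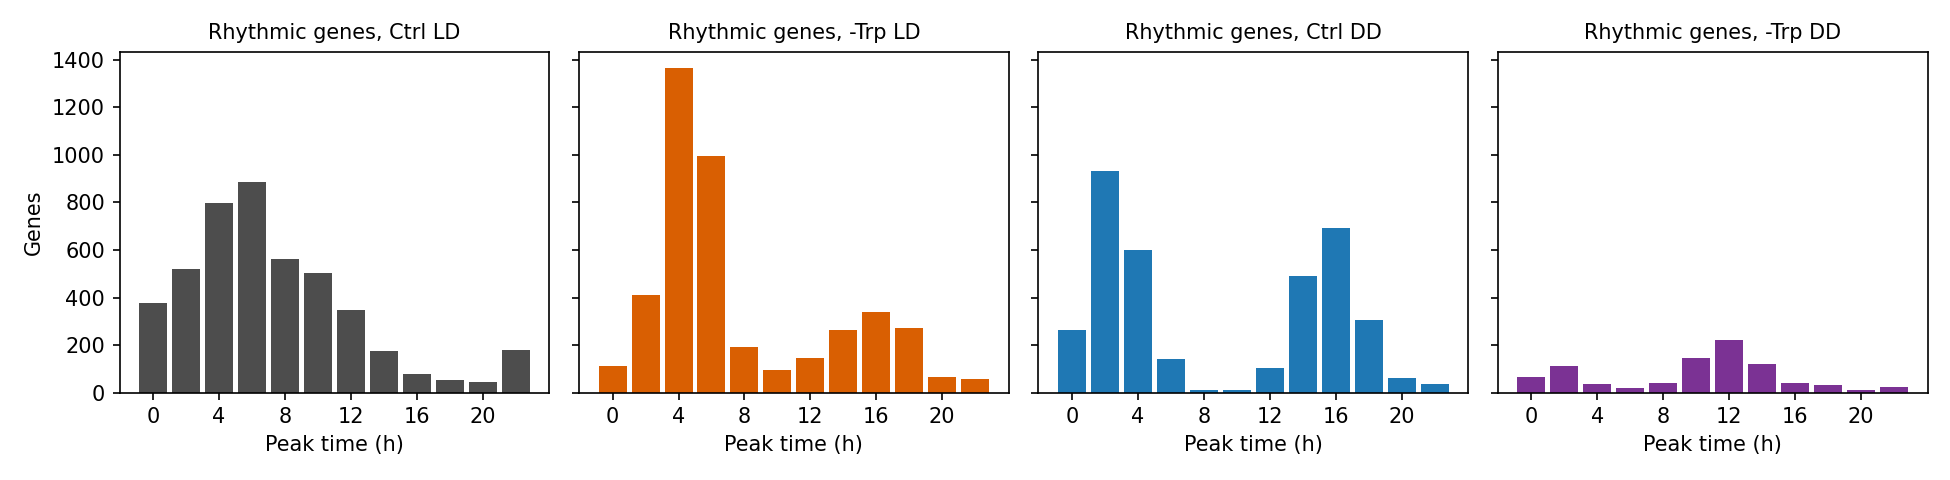
Number of rhythmic genes (vertical axis, JTK_CYCLE exact p under 0.05) by peak time (horizontal axis, h) in the 4 groups as labelled. Peaks gather at 6 h in Ctrl LD (19.6% of the genes), at 4 h in -Trp LD (31.7%), at 2 h (25.5%) and 16 h (19.0%) in Ctrl DD and at 12 h in -Trp DD (25.6%). In -Trp LD and Ctrl DD a step shared by the doubted libraries, at ZT16 and ZT20 and at CT12 and CT16, could also be called rhythmic.

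The clock panel of the study held the repressors Per2, Cry1 and Nr1d1, the activator Arntl, the output factor Dbp and Nampt, the rate-limiting enzyme of NAD salvage. In Ctrl LD all 6 were rhythmic, with exact p = 6.27e-05 for Per2, 3.76e-07 for Cry1, 2.13e-05 for Nampt, 1.04e-04 for Dbp, 6.28e-04 for Arntl and 3.76e-07 for Nr1d1. None of the 6 was called in -Trp LD, where the exact p ran from 0.0568 for Nampt to 1 for Cry1 and Nr1d1. In Ctrl DD Per2 (exact p = 0.00139), Cry1 (exact p = 0.00412) and Nr1d1 (exact p = 1.67e-04) were called, and in -Trp DD Dbp (exact p = 0.0259). On the 4 time points per lighting left without the doubted libraries, all 6 were called in Ctrl LD (exact p = 1.3e-04 for Arntl to 0.04 for Nr1d1) and all 6 in -Trp LD (exact p = 3.25e-05 for Cry1 and Arntl to 0.0205 for Nr1d1). The time points left in LD run from ZT0 to ZT12, with none in the dark hours after. These LD calls therefore cannot tell a 24 h rhythm from a trend over the light phase. In Ctrl DD Nampt (exact p = 0.00266) and Arntl (exact p = 0.00565) were called and in -Trp DD Dbp (exact p = 0.0205). Nr1d1 in Ctrl LD rose to 33.4 ± 11.6 FPKM at ZT8 and fell to 0.804 ± 0.174 at ZT20 (SD, n = 3 each), whereas the libraries labelled -Trp LD held 40.4 ± 8.67 at ZT8 and 27.6 ± 13.2 at ZT20. Arntl was at 7.65 ± 3.19 FPKM in Ctrl LD at ZT20 and at 0.422 ± 0.269 in the libraries labelled -Trp LD at ZT20 (SD, n = 3 each).

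By limma, 51 differences between the diets were called over the clock genes and time points, 24 in LD and 27 in DD. In LD 7 lay at ZT16 and 14 at ZT20, and in DD 7 lay at CT12 and 13 at CT16, the time points of 12 of the doubted libraries. At ZT20 the log2 difference was 3.87 for Nr1d1 (adjusted p = 9.57e-06), 4.29 for Dbp (adjusted p = 8.91e-05), -1.85 for Cry1 (adjusted p = 4.88e-04) and -2.54 for Arntl (adjusted p = 4.38e-04). At CT16 it was 4.62 for Dbp (adjusted p = 2.5e-05), -2.86 for Arntl (adjusted p = 6.02e-05) and -2.29 for Cry1 (adjusted p = 2.5e-05), and at CT12 it was 3.99 for Nr1d1 (adjusted p = 5.13e-06) and -2.08 for Per2 (adjusted p = 1.7e-04). At CT4, where no library was doubted, it was -2.61 for Nr1d1 (adjusted p = 0.00159), 1.65 for Cry1 (adjusted p = 0.00159) and 0.94 for Nampt (adjusted p = 0.019). In the libraries not doubted, 7 differences were called, 1 in LD and 6 in DD.

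**Figure D3:**
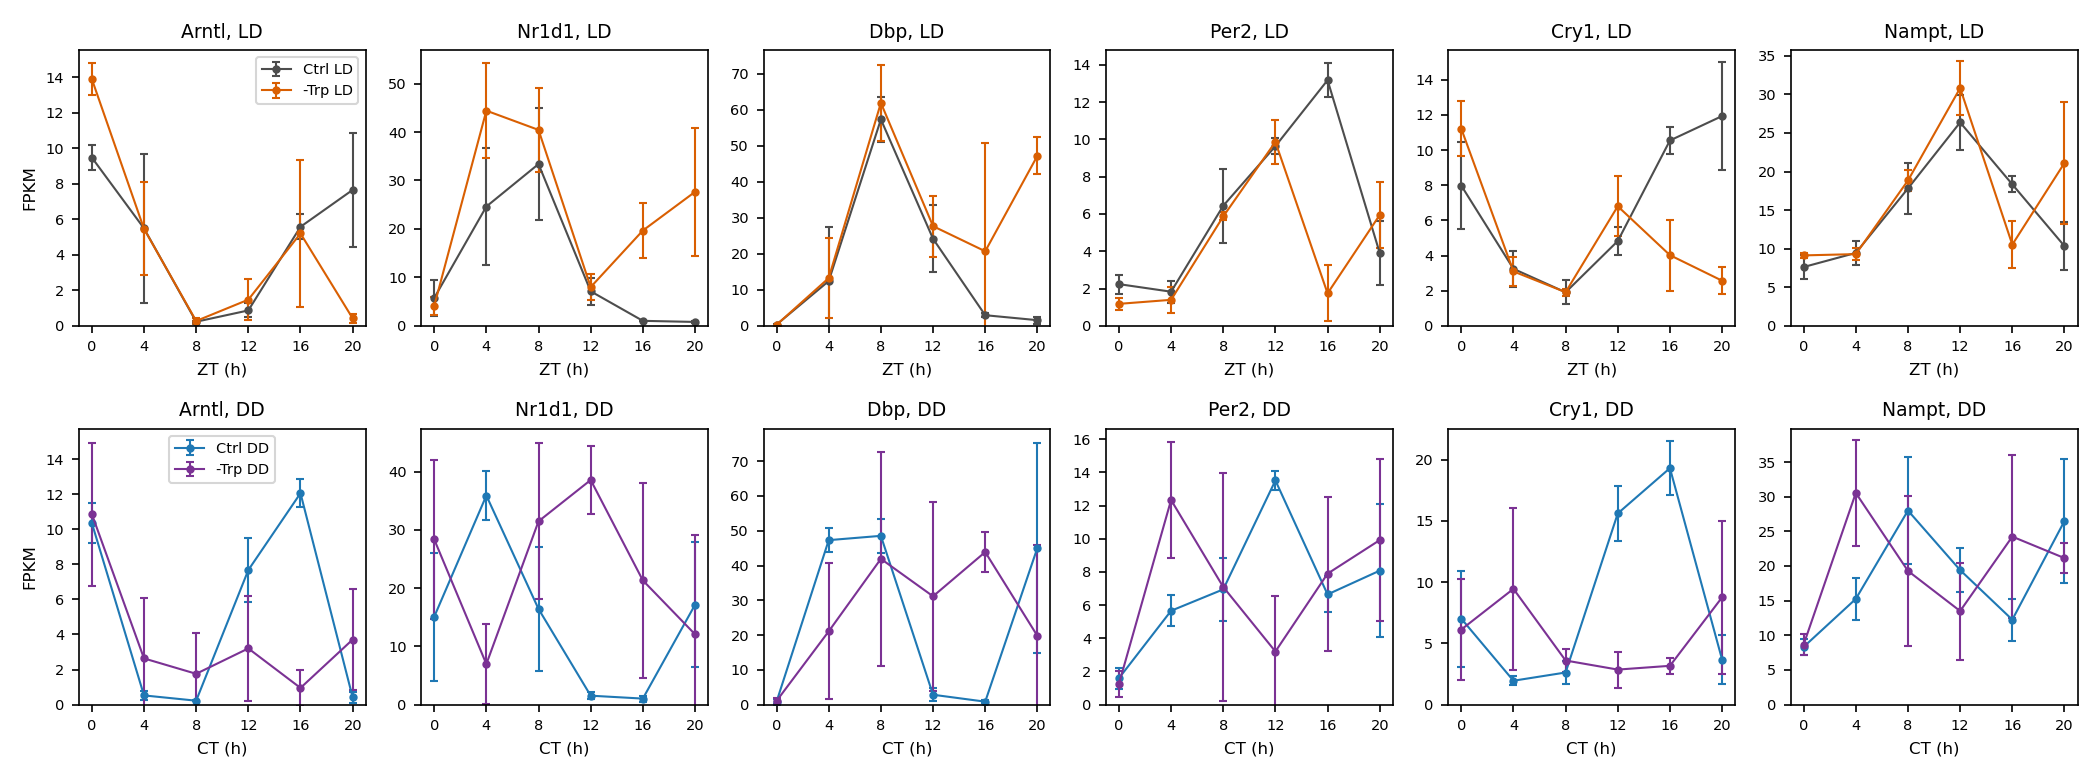
FPKM (vertical axis, mean and SD of n = 3 mice) of Per2, Cry1, Nampt, Dbp, Arntl and Nr1d1 by time point (horizontal axis, h) in LD and DD, with a line per diet as labelled. Nr1d1 stands at 0.804 FPKM in Ctrl LD and 27.6 FPKM in the libraries labelled -Trp LD at ZT20.

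Averaged over the day, the core clock list was not called by camera (adjusted p = 0.696 in LD and 0.488 in DD, and 0.909 and 0.722 with an estimated correlation). Of 19 measured members, 6 rose and 2 fell in LD and 3 rose and 1 fell in DD, with the same counts adjusted over the list alone. Nr1d1 was at 1.37 log2 in LD (adjusted p = 4.68e-05) and 0.93 in DD (adjusted p = 0.0052), but at 0.18 and -0.41 without the doubted libraries (adjusted p = 0.714 and 0.36). Dbp was at 1.03 in LD (adjusted p = 0.0132) and at -0.04 without them (adjusted p = 0.949). Nr1d2 was at 1.02 and 0.60 (adjusted p = 3.54e-09 and 1.27e-04), and at 0.55 and 0.01 without them (adjusted p = 0.00405 and 0.958). Without the doubted libraries 5 members of the list rose in LD, and 4 rose and 1 fell in DD. Hepatic clock outputs were not called either, with 7 of 29 rising and 3 falling in LD and 6 rising and 2 falling in DD, the same counts adjusted over the list alone (camera adjusted p = 0.625 and 0.324, and 0.898 and 0.722 with an estimated correlation), and 5 rising and 2 falling in LD and 6 and 2 in DD without the doubted libraries. Por was at 0.47 and 0.65 and Ces2a, a carboxylesterase, at -0.42 and -0.60 log2.

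Whether the diet changed the daily wave itself was tested on the cosine and sine terms. In LD the genes with the smallest p included Gabarapl2, of autophagosome formation, the lysosomal peptidase Dpp7, the kinase Cdk5 and the peroxidase Prdx1, each with adjusted p = 7.68e-04. The peak of Gabarapl2 by cosinor stood at 4.3 h with a log2 amplitude of 0.08 in Ctrl LD and at 16.6 h with 0.35 in -Trp LD. In DD the ornithine decarboxylase Odc1 peaked at 13.9 h with a log2 amplitude of 0.93 in Ctrl and at 23.3 h with 0.36 in -Trp (adjusted p = 4.87e-05), and the RNA helicase Mov10 at 1.8 h with 0.68 and at 11.2 h with 0.36 (adjusted p = 7.02e-05). The transporter Slc6a13, the cell cycle gene Ccnf and Wdr6 followed in DD, each with adjusted p = 7.48e-05. Nr1d1 changed in LD (adjusted p = 0.0351) and DD (adjusted p = 0.00235), and Cry1 in DD (adjusted p = 0.00134) with adjusted p = 0.0808 in LD.

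By this test 2518 genes changed rhythm with diet in LD and 1327 in DD, and 1273 changed differently in DD and LD. An interaction of diet and time with no wave assumed was called for 5493 genes in LD and 3032 in DD. On the 4 time points left without the doubted libraries the rhythm calls of limma fell to 0 in each of these 3 tests, and the interaction calls to 0 in LD and 83 in DD. Fitted on the libraries of LD alone, the diet change of rhythm LD was called for 395 genes. Over the fits without a replicate number, the diet change of rhythm LD was called for 6 to 2157 genes and the diet change of rhythm DD for 1 to 326 genes.

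A liver can lose its group rhythm because its clock is flat or because animals differ in phase, so a molecular time was read from 15 clock genes in each library. In LD the mean distance from the group's own offset was 0.93 h in Ctrl and 3.70 h in -Trp (n = 18 each), a difference of 2.76 h (two-sided permutation p = 0.0185). In DD it was 2.62 h in Ctrl and 4.67 h in -Trp, a difference of 2.05 h that did not pass (two-sided permutation p = 0.0924). It was 1.22 h with the curves of Ctrl DD as the template (two-sided permutation p = 0.222). The libraries labelled -Trp LD at ZT16 and ZT20 read on average 9.93 h from their own time points, against 0.79 h in the 29 LD libraries not doubted. When the doubted libraries were left out, the LD difference was -0.336 h (permutation p = 0.176) and the DD difference 1.26 h (permutation p = 0.431). The Ctrl DD libraries kept there include those at CT20, whose molecular times were 9.8, 9.0 and 13.2 h. The mean offset of the group was 2.92 h in Ctrl DD and -4.16 h in -Trp DD. The resultant length of the deviations, which is low when they spread around the day, was 0.63 and 0.238, against 0.958 in Ctrl LD. The offset of -Trp DD is therefore poorly defined, and the 2 offsets give no phase difference between the diets.

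**Figure D4:**
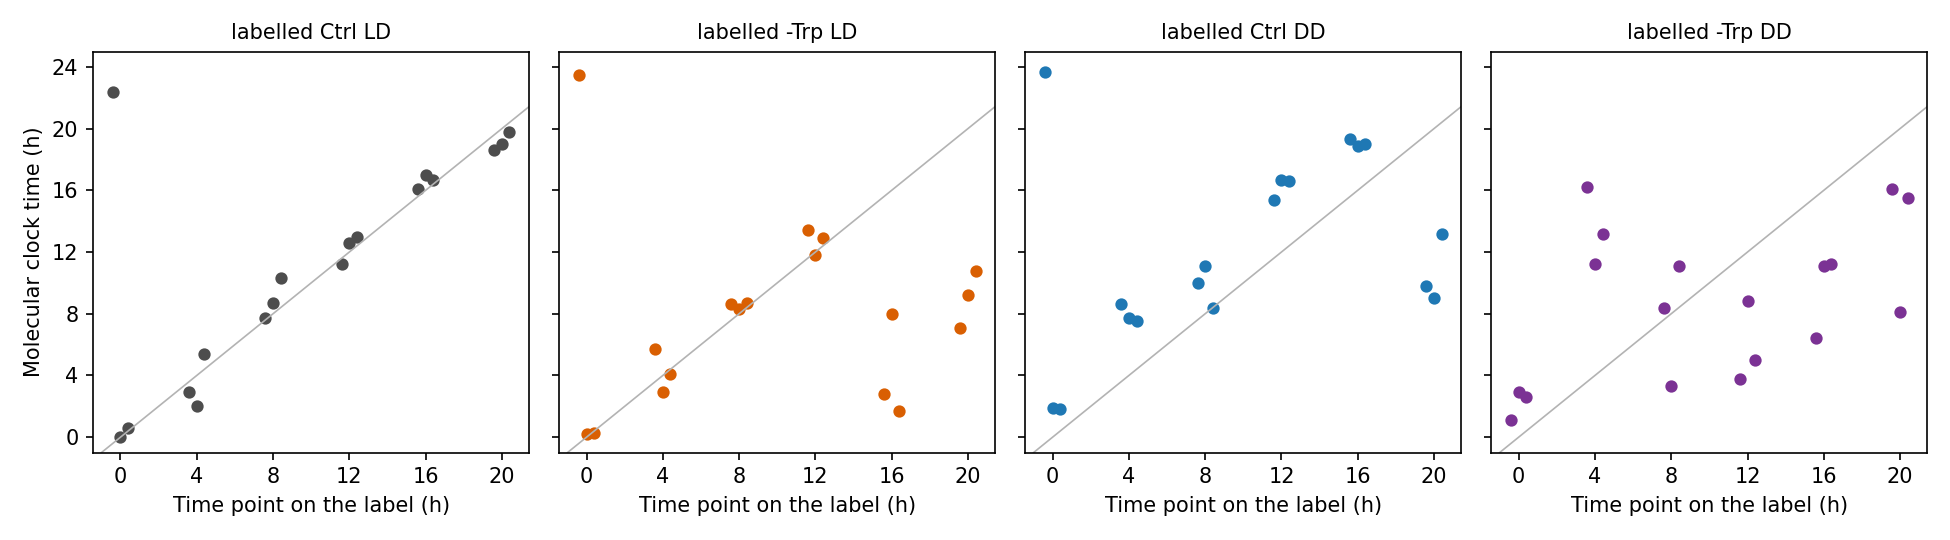
Molecular time (vertical axis, h) read from 15 clock genes against the time point of the label (horizontal axis, h) for each of the 72 libraries in the 4 groups as labelled. The libraries labelled -Trp LD at ZT16 and ZT20 lie on average 9.93 h from their own time points and the 29 LD libraries not doubted 0.79 h.

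Constant darkness was compared with LD within each diet. The labels give no sequencing batch, so a batch that differs between LD and DD could not be told apart from the lighting. Under Ctrl the amino acid transporter gene Slc38a2, the leptin receptor gene Lepr and the flavin monooxygenase Fmo2 were higher in DD, by 0.67 (adjusted p = 1.37e-05), 0.66 (adjusted p = 0.00525) and 0.74 log2 (adjusted p = 0.00191), each at 6 of 6 time points. The galectin Lgals1, Olig1 and Orm1 were lower at 6 of 6 time points, by -0.86 (adjusted p = 1.61e-05), -0.79 (adjusted p = 2.03e-10) and -0.89 log2 (adjusted p = 3.06e-04). Under -Trp Fgl1, Prlr, the prolactin receptor, and Itih4 were higher in DD by 0.85 (adjusted p = 4.45e-07), 0.60 (adjusted p = 1.56e-04) and 0.59 (adjusted p = 6.92e-11), and Cyp4a12b, C6 and the phospholipid transfer protein Pltp were lower by -1.78 (adjusted p = 1.33e-08), -1.08 (adjusted p = 1.19e-09) and -1.04 (adjusted p = 1.56e-04), each at 6 of 6 time points. The fold of C6 rests largely on the doubted -Trp LD libraries. Its means in -Trp LD were 15.6 to 24.1 FPKM from ZT0 to ZT12 but 74.1 and 90.2 at ZT16 and ZT20, against 12.4 to 18.6 in -Trp DD (n = 3 each). In all, 2990 genes differed between lightings under Ctrl, 1487 higher and 1503 lower in DD, and 897 under -Trp, 488 higher and 409 lower. With the doubted libraries removed, 3071 genes were called under Ctrl, with Orm1 at -0.35 (adjusted p = 0.259) and Lgals1 at -0.38 (adjusted p = 0.0706), and limma called 0 under -Trp, with 441 at an unadjusted p under 0.05. Leaving out the libraries of 1 replicate number gave 972 to 1911 calls under Ctrl and 206 to 658 under -Trp.

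Some of the genes named above were placed in the mm10 genome. Cyp4a14 spans 115486200 to 115496142 on chromosome 4 (minus strand), Cyp39a1 spans 43667425 to 43751431 on chromosome 17 (plus strand) and Apcs spans 172893961 to 172895041 on chromosome 1 (minus strand). Asns lies at 7675169 to 7693254 on chromosome 6 (minus strand), Fasn at 120805846 to 120824547 on chromosome 11 (minus strand) and Selenbp2 at 94693556 to 94704413 on chromosome 3 (plus strand). Tdo2 lies at 81957090 to 81976202 on chromosome 3 (minus strand) and Acmsd at 127729413 to 127767978 on chromosome 1 (plus strand). Of the clock panel, Nr1d1 lies at 98767932 to 98775333 on chromosome 11 (minus strand), Dbp at 45705088 to 45710203 on chromosome 7 (plus strand), Arntl at 113207465 to 113314126 on chromosome 7 (plus strand), Per2 at 91415982 to 91459324 on chromosome 1 (minus strand), Cry1 at 85131700 to 85185064 on chromosome 10 (minus strand) and Nampt at 32819545 to 32853349 on chromosome 12 (plus strand). All are annotated as protein-coding.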

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

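Of the tests in this part, those of exchanged or wrong labels, of a diet response that turns at some time points and of the labelled Ctrl DD time points in the rhythm counts were chosen only after the result was seen, while the tests of scaling, of livers out of phase and of flat clock genes were written down first, apart from the intervals and the 2 further comparisons of the flat clock test.

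The diet effect on levels differed between DD and LD for 5 genes, by a test of the difference itself. The log2 difference was -0.32 for Eif2s2, 0.31 for Ints1, 0.83 for Lrg1, 0.29 for Rab1b and -0.30 for Rabggtb. The diet change of rhythm differed between DD and LD for 1273 genes. Among the genes named for their rhythm in LD, the adjusted p of this difference was 0.015 for Gabarapl2, 0.029 for C920025E04Rik, 0.022 for Dpp7, 0.0049 for Tmbim4, 0.012 for 4933411K16Rik, 0.025 for Ost4 and 0.03 for Prdx1. Cdk5, also named for its rhythm in LD, did not pass. Among those named in DD it was 0.0049 for Odc1, 0.0049 for Mov10, 0.036 for Slc6a13, 0.014 for Cnp, 0.008 for Wdr6, 0.0082 for Slc39a1, 0.0043 for Ccnf and 0.008 for Capn1. Without the doubted libraries limma called 0 genes in both tests of the difference, with 1395 at an unadjusted p under 0.05 for the level, and for the level it also called 0 without any 1 of the replicate numbers, with 782 to 1316 at an unadjusted p under 0.05.

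The diet profile of 12 libraries, labelled -Trp LD at ZT16 and ZT20 and Ctrl DD at CT12 and CT16, lay on the side of the other diet, and the authors' normalization or library size does not account for it, since 12 of the 12 were still there after median-ratio scaling. An exchange of labels between these 2 sets of 6 is a candidate explanation, as the libraries labelled Ctrl DD at CT12 and CT16 read a molecular time on average 0.78 h from 16 and 20 h, the times of the other set, and 3.65 h from their own. It cannot be told apart from correct labels by these times. The 3 Ctrl DD libraries at CT4, which are not doubted, also read on average 3.93 h from their own time. The libraries labelled -Trp LD at ZT16 and ZT20 read 4.0 to 10.3 h from 12 and 16 h. Ctrl DD libraries not doubted lay between 0.3 and 11 h from their own times. The far end of that range rests on CT20 alone, where the 3 libraries read 9.8, 9.0 and 13.2 h. At the other time points the distance was at most 4.6 h. A diet response that turns at these time points stays open too, because 11 of the 12 scores lie inside the range of the other diet and a full turn would place them there. The study places the change of liver clock genes under -Trp LD in the dark hours, those of the doubted -Trp LD libraries and so as labelled, which it may have measured by qRT-PCR apart from these libraries, and describes clock proteins that go the same way, and these other measures, which bear on an exchange, are not used here.

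Fewer genes were rhythmic in -Trp DD than in Ctrl DD. Wrong labels of the Ctrl DD libraries at CT12 and CT16 do not account for it as the whole cause. Without these time points in both diets the count of Ctrl DD was still 3.93 times that of -Trp DD. The time points kept include CT20, where the Ctrl DD libraries read a molecular time of 9.0 to 13.2 h. Livers out of phase with each other may account for the lower count in -Trp DD. With the -Trp DD libraries ordered by molecular time, 5788 genes had a cosinor p under 0.05 against 1026 by the time of the label. This was a ratio of 5.64, and no shuffle of 100 gave more than 2614. Ctrl DD gained too, from 3868 to 6323 genes, a ratio of 1.63, and each of the other groups also gave more genes than any of its shuffles. Although the clock genes were left out of these counts the times were read from the same livers, so passing the shuffles does not by itself show livers out of phase. The scatter of molecular time in DD did not pass (2.05 h, two-sided permutation p = 0.0924). It is taken around a single offset per group, so livers of a time point that shift together also add to it, as at CT20 in Ctrl DD. The scatter is therefore no direct measure of livers out of phase with each other. Clock genes flat at a level shared by all livers do not account for it as the whole cause. The median log2 ratio of their SD, -Trp DD over Ctrl DD, was -0.25 (interval over genes -0.44 to 0.17), above what a flat clock was predicted to give. It was -0.06 (-0.19 to 0.31) without the doubted time points and -0.02 (-0.24 to 0.07) against Ctrl LD, both past the bound set in advance against a flat clock, while a partial loss of amplitude against Ctrl DD stays open. Each liver was sampled once, so clock genes that do not cycle but stand at different levels in different livers would keep this SD. The test cannot exclude such a loss of cycling.

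The second library labelled Ctrl LD at ZT4 had a diet score of 0.81, inside the range of the -Trp LD libraries not doubted (0.5 to 1.62). A mislabelled -Trp LD sample of that time point cannot be told apart from other causes, since over all 10225 genes the library differed from the -Trp LD libraries at ZT4 by a root mean square of 0.741 log2 on average, where these differ from each other by 0.334 to 0.39, and from the other Ctrl LD libraries at ZT4 by 0.781. It held Gsta1 at 142 FPKM, against at most 1.68 in -Trp LD and 4.92 in the other Ctrl LD libraries at ZT4, so this gene separates neither, and its molecular time was 2.0 h from ZT4. After median-ratio scaling its diet score was 0.5, still on the -Trp side. Such scaling largely cancels in the score, so this decides nothing on the authors' normalization or library size. No biological explanation was tested for this library.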

How the results depend on the processing

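The setting without the doubted libraries was chosen only after the results were seen, and the other settings were written down in advance. A count was kept if it stayed within 1.5 times its value, and a test if it stayed on the same side. Phase shifts and amplitude ratios were kept if they moved by no more than the SD of their values without each replicate number. Of 25 results of the design, 2 were kept in every other setting written down in advance, as were 163 of the 241 values over all settings. The cause of the changes below was not tested, except that leaving libraries out leaves fewer of them.

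Without the doubted libraries there were 2736 rhythmic genes in Ctrl LD, 1931 in Ctrl DD and 491 in -Trp DD, 40 genes rhythmic under both diets in DD with a phase shift of 2 h and an amplitude ratio of -0.15, 0 genes for the diet level DD minus LD, 0 and 83 for diet by time in LD and DD, 0 for the change of rhythm in LD, in DD and between them, 0 for the lighting under -Trp, and 7 clock gene differences. The scatter of molecular time in LD was reversed, at -0.336 h. Reversed too were the diet level of Dbp in LD (-0.04) and, in DD, of Nr1d1 (-0.41), Cirbp (-0.06), Acmsd (0.09), Dusp1 (0.0) and Nadsyn1 (-0.01).

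With a false discovery rate under 0.05 JTK_CYCLE called 1759, 1588, 1159 and 0 genes in Ctrl LD, -Trp LD, Ctrl DD and -Trp DD, and 155 and 0 under both diets in LD and DD. The cosinor test gave 5930 rhythmic genes in -Trp LD against 4585 in Ctrl LD and 1407 in -Trp DD, 485 under both diets in DD and a phase shift of 2.4 h in LD. With the replicate block 302 genes were shared in DD, with an amplitude ratio of -0.51, which was -0.57 after median-ratio scaling. The diet level DD minus LD gave 14 genes with a pseudocount of 0.1, 67 after median-ratio scaling and 442 with library weights. Library weights gave 5830 genes for diet by time DD, 3669 for diet change of rhythm DD and 2623 for the lighting under -Trp, and fitting LD alone gave 395 for diet change of rhythm LD. With an estimated correlation camera called 0 lists in LD, where the smallest adjusted p was 0.0972, and 1 in DD.

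Without each replicate number in turn the counts ran from 2430 to 4066 (rhythmic in Ctrl LD), 2394 to 3069 (-Trp LD), 2123 to 2487 (Ctrl DD) and 488 to 595 (-Trp DD), from 284 to 647 and 59 to 78 under both diets in LD and DD, with a phase shift of 6 to 8 h and an amplitude ratio of -0.52 to -0.43 in DD and of -0.16 to 0.13 in LD. They ran from 2706 to 3171 and 1719 to 3131 for the diet level in LD and DD, were 0 for its difference, and ran from 2994 to 4781 for diet by time LD, 624 to 2554 for diet by time DD, 6 to 2157 for diet change of rhythm LD, 1 to 326 for diet change of rhythm DD, 0 to 861 for diet change of rhythm DD versus LD, 972 to 1911 and 206 to 658 for the lighting under Ctrl and -Trp, and 28 to 52 for clock gene differences. The scatter in LD was 2.66 to 2.95 h and no longer passed (permutation p = 0.076 to 0.0863).

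Over the named genes, 1040 of the alternative values for the diet level in LD and 991 in DD held direction and call, and 89 and 94 held only the direction. For rhythms of named genes 409 held, 18 were weaker and 13 passed newly. The depth of the libraries is unknown, and the part of relative depth in these limits was not tested.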

Other observations

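The tests of other divisions of the libraries in this part were chosen only after the results were seen, and the gene list counts were planned.

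Of 33 measured genes of fatty acid oxidation, 13 rose and 8 fell in LD and 15 rose and 6 fell in DD (13 and 9, and 16 and 6, adjusted over the list alone), with the fatty acid hydroxylase Cyp4a10 at 0.95 and 1.29 log2 and camera not calling the list (adjusted p = 0.626 and 0.771). Of 21 genes of gluconeogenesis and fasting, 9 rose in LD and 9 in DD with the others not passing (10 higher and 1 lower, and 10 higher, adjusted over the list alone, camera adjusted p = 0.253 and 0.264). The insulin-responsive Igfbp1 was at 1.53 and 1.01, the glucocorticoid target Fkbp5 at 0.67 and 0.91 and Pck1, of gluconeogenesis, at 0.86 and 0.50 log2. Of 46 genes of amino acid catabolism, 14 rose and 6 fell in LD and 17 rose and 4 fell in DD (14 and 6, and 18 and 4, adjusted over the list alone, camera adjusted p = 0.966 and 0.554), with Mat1a, which makes S-adenosylmethionine, at 0.58 and 0.70. Of 34 xenobiotic genes, 14 rose and 10 fell in LD and 13 rose and 9 fell in DD (14 and 10, and 13 and 10, adjusted over the list alone, camera adjusted p = 0.856 and 0.488), with Cyp2c37 at 1.12 and 0.97 and the glutathione transferase Gstp1 at -1.19 and -1.41. After removal of the doubted libraries, in LD and in DD, 11 oxidation genes rose and 12 fell and 9 rose and 10 fell, 12 fasting genes rose and 1 fell and 9 rose and 1 fell, 12 catabolism genes rose and 12 fell and 20 rose and 4 fell, and 14 xenobiotic genes rose and 10 fell and 17 rose and 9 fell. In DD camera then called the fasting list (adjusted p = 0.0295, and adjusted p = 0.411 with an estimated correlation) and the catabolism list (adjusted p = 0.0366, and adjusted p = 0.553 with an estimated correlation) higher.

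Markers of other cell types were measured beside these groups. Of 16 Kupffer cell markers, 3 fell and 1 rose in LD and 1 fell and 1 rose in DD (the same counts adjusted over the list alone), with Folr2 at -0.46 and -0.40 and the iron exporter Slc40a1 at 0.41 and 0.29 log2. Camera gave adjusted p = 0.0335 and 0.0411, adjusted p = 0.898 and 0.722 with an estimated correlation, 0.0926 and 0.153 after median-ratio scaling, 0.155 and 0.0783 without replicate number 2 and 0.323 and 0.386 without the doubted libraries. Of 5 adipocyte markers, 1 fell in LD and 3 in DD, among them Pparg at -0.34 in DD (3 in DD and no call in LD adjusted over the list alone, camera adjusted p = 0.222 and 0.0149), with adjusted p = 0.211 in DD with an estimated correlation and 0.0578 after median-ratio scaling and 0.0537 without replicate number 2. Of 19 endothelial markers 1 rose and 1 fell in LD, with Bmp2 at 0.21 (1 higher adjusted over the list alone, camera adjusted p = 0.681 and 0.264), and of 17 stellate cell markers 1 rose and 1 fell in LD and 4 rose in DD, with Dcn at 0.32 and 0.31 (4 in DD and no call in LD adjusted over the list alone, camera adjusted p = 0.626 and 0.996). Of 4 cholangiocyte markers Wfdc2 fell, at -0.65 and -0.81 (camera adjusted p = 0.222 and 0.293), and of 7 red cell and neutrophil markers the heme synthesis gene Alas2 fell, at -1.08 and -1.33, and S100a8, listed at 0 in 1 library, rose in DD (camera adjusted p = 0.222 and 0.418). The 2 lymphocyte markers measured did not pass in either lighting (camera adjusted p = 0.554 and 0.519). Of 19 hepatocyte genes, 7 rose and 1 fell in LD and 8 rose and 3 fell in DD, the same counts adjusted over the list alone, with Ahsg, of the plasma protein fetuin-A, at 0.64 and 0.71 (camera adjusted p = 0.482 and 0.554). In the libraries not doubted, 7 stellate cell markers rose and 1 fell in LD and 6 rose in DD, 3 and 6 endothelial markers rose, 5 hepatocyte genes rose and 4 fell in LD and 7 rose and 2 fell in DD, and 3 adipocyte markers fell in each lighting. A single pancreatic marker was measured, which gave no list test, and no mitochondrially encoded transcript was among the gene models.

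Of 20 heat shock genes, 3 rose and 7 fell in LD and 9 rose in DD (3 and 7, and 10 higher, adjusted over the list alone, camera adjusted p = 0.185 and 0.151), with Bag3 at -0.56 in LD and -0.21 in DD (adjusted p = 0.117) and the cold-induced Cirbp at 0.60 in LD and 0.34 in DD (-0.06 in DD without the doubted libraries). The direction in LD rested on the doubted libraries, since without them 7 heat shock genes rose and 1 fell, while in DD 13 rose and camera called the list higher (adjusted p = 5.77e-04, and adjusted p = 0.411 with an estimated correlation). Of 8 proliferation genes, 1 rose and 2 fell in LD and 1 rose and 1 fell in DD (1 and 3 in LD and 1 higher in DD adjusted over the list alone, camera adjusted p = 0.492 and 0.996), with Pcna at 0.29 and 0.32. Of 11 immediate early genes, 3 rose and 2 fell in LD and 3 rose and 1 fell in DD, the same counts adjusted over the list alone (camera adjusted p = 0.866 and 0.951), with Egr1 at 1.03 and 0.53 (adjusted p = 7.78e-04 and 0.0933). The 13 clock time genes measured gave 3 higher and 2 lower in LD and 2 higher and 1 lower in DD, the same counts adjusted over the list alone (camera adjusted p = 0.866 and 0.488). Camera compares a list with all other genes, and its direction differed in sign from the median of the list for clock outputs, fatty acid oxidation and xenobiotic genes in both lightings, for bile acid and endothelial genes in both, for cholesterol, core clock, clock time, cholangiocyte and red cell and neutrophil genes in DD, and for amino acid catabolism and stellate cell genes in LD. For immediate early genes it differed from the median and mean in both lightings, and for aryl hydrocarbon receptor targets and hepatocyte genes in DD the mean had the other sign from the median or the test.

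Each count was compared with those of 100 divisions of the libraries, the real one included, with diet labels shuffled within lighting and time point for diet results, lighting labels within diet and time point for lighting results, and time points within a group for rhythms. The real division was the only 1 to give as large a result for the diet level in LD (4121, highest other 804) and DD (3233, 206). It was also the only 1 for the lighting under Ctrl (2990, 161) and -Trp (897, 465). Chance was excluded, as labelled, for the diet in both lightings together and for lighting under both diets together. Lighting labels were shuffled under both diets at once, which adds the lighting effect under Ctrl to the shared spread. For the lighting under -Trp alone the 1 of 100 therefore decides nothing. Under -Trp the lighting count fell to 0 without the doubted libraries. The real division also stood alone for the difference of the diet level between lightings (5, 2), the interaction with time in LD (5493, 3659) and DD (3032, 366), the change of rhythm in LD (2518, 1830), in DD (1327, 318) and between them (1273, 763), and the difference of rhythmic genes in DD (-2784, 2156). For these the 1 of 100 decides nothing, since shuffled diet labels also remove the diet effect on levels and add it to the spread. Chance was excluded for rhythmic genes in Ctrl LD (4525, 1536), -Trp LD (4313, 2048) and Ctrl DD (3651, 2040). For genes rhythmic under both diets in LD (1159, 53) and DD (200, 98) the 1 of 100 says nothing on the overlap, since shuffled time points remove the rhythms themselves. Chance was not excluded for rhythmic genes in -Trp DD, where 7 of 100 orders of the time points gave at least 867 genes and the highest 2063, which points to a structure among these libraries whose source was not tested. For the peak time difference of shared genes in DD (8 h, 4 of 100, highest other 8) the same shuffle of diet labels decides nothing, and the difference was 2 h without the doubted libraries. Chance was not excluded for the amplitude ratio of shared genes in DD (-0.45, 5 of 100, 0.61). In LD it was not excluded for the difference of rhythmic genes (-212, 89 of 100, 3032, which again points to a structure among the libraries), for the peak time difference (2 h, 93 of 100, 2) or for the amplitude ratio (-0.01, 93 of 100, 0.44), nor for the number of lists called by camera in LD (9, 42 of 100, 19) and DD (14, 17 of 100, 17).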
